A study of Mus musculus with 6 samples.

How the data were processed

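RNA was sequenced from oligodendrocytes, the myelin-forming cells of the central nervous system, isolated fresh from mouse brain and not cultured. Per the labels, 3 libraries came from wild-type (WT) control mice and 3 from Qk-KO mice, in which a tamoxifen-inducible Cre recombinase driven by the Plp promoter deletes a floxed part of Qk. Tamoxifen was given at 8 weeks of age and brains were taken 4 days later. The labels do not say in words that each library is a separate mouse, so p-values measure the spread between these libraries.

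Per the submitters' processing notes, the authors used FastQC, TopHat2 2.0.14, featureCounts and DESeq2 with the mouse build mm10. The annotation release, the strandedness and the read length are not given in the sources used here. The deposited table holds 46983 annotated features, of which 20968 have no read in any library. Its per-library values are on a log2 scale. They behave as regularized log2 values as the authors' DESeq2 makes them: exactly 0 where no library has a read, and with a median log2 ratio of -0.02 between the mean of the back-transformed values and the mean normalized count for features at 50 or more. Such values are scaled by size factors and pulled toward the gene's mean where reads are few, so differences of weakly expressed genes can be understated. The lowest values also depended on depth. The Y-linked gene Eif2s3y was 4.09, 4.11 and 3.97 in WT replicates 1 and 2 and Qk-KO replicate 1, where Xist was high. It was 2.92 in the deeper Qk-KO replicate 3, where Xist was high too. Falls of nearly absent genes may therefore be inflated in the deeper Qk-KO replicates 2 and 3. The deposited mean normalized count is a signal averaged by the authors over all 6 libraries. The deposited comparison gives the authors' log2 fold change of Qk-KO over WT with its error, a Wald score, a p-value and an adjusted p-value, per the file headers. Every per-library column was assigned to a sample, by the sample number in the labels.

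The values are not counts, so the count model planned for raw reads was not used. The planned substitute, limma 3.58.1 with a mean-variance trend (R 4.3.3), was fitted to the deposited log2 values without adding a pseudocount, with genotype as the only term and all 6 libraries. Features with a mean normalized count of at least 20 were tested, 15153 in all, because this corresponds to 8.94 to 12.3 reads in the 4 shallower libraries. Benjamini-Hochberg adjusted p-values under 0.05 are called. Every log2 change is Qk-KO minus WT, with its standard error from limma, and n = 3 libraries per group unless stated. Every adjusted p for a gene is limma's unless credited to the authors' deposited table.

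Depth was estimated from the table itself. The mean normalized counts of weakly expressed features move in steps that equal 1 read of 1 library divided by 6 times its size factor. All 4125 features with a mean of up to 1 were sums of such steps within 1e-06, against 0.269% of values expected by chance. The steps gave size factors from 0.447 to 0.617 for the 3 WT libraries and Qk-KO replicate 1, and of 4.15 and 3.78 for Qk-KO replicates 2 and 3. Multiplying the summed back-transformed values by the size factor gave approximate read totals. No reads were recovered per library and gene, because the log2 values are shrunken.

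The 34 gene lists (cell type markers, lipid pathways, myelin, stress and RNA-binding protein lists), the rule for naming genes and the first group of settings below were fixed before the data were examined. Lists were tested with camera (limma) at an inter-gene correlation of 0.01, two-sided, adjusted over the 34 lists, and again with an estimated correlation and with fry, which tests each list on its own. For the 10 symbols with more than 1 tested feature, the feature with the higher mean was kept in the lists. Counts of called members are given over all genes tested and adjusted over the list alone. Named genes are Qk; the 10 largest rises and 10 largest falls among called genes with a mean CPM of at least 10 and no overlap between groups, leaving out unnamed gene models; the 5 most abundant called genes in each direction; and up to 4 called members per list by adjusted p, or the 2 most abundant members where fewer than 2 were called. CPM was computed from the back-transformed values. Some genes that the rule selects are not reported here. Genes named outside this rule were chosen after their values were seen.

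The fit was tested on simulated data with the real means and spreads of the 15153 genes and 200 changed genes. In the simulated data it called 100% of genes changed by 2 log2 units, 65.7% of those changed by 1 and 4.48% of those changed by 0.5. Of its calls there, 7.38% were unchanged genes. These shares are not error rates for the real comparison, in which library types were unevenly spread over the groups, as given below. Of the 46983 feature identifiers, 46488 were found in GENCODE M21, whose coordinates are on the same build and which gave transcript GC content and length for 99.5% of tested features.

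The first group of other settings was a replicate block, the number series of the sample numbers as a covariate, leaving out each library, no filter, a filter of CPM of at least 1 in at least 3 libraries, scaling by library size alone and the authors' deposited table. Added after seeing the data were library type as a covariate, the 4 libraries with a high ribosomal signal alone, sample quality weights, quantile normalization, Xist level as a covariate, a mean normalized count of at least 200, removal of GC content and length trends, and an estimated correlation for the lists in the 4 libraries with a high ribosomal signal.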

Results

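The data set compares oligodendrocytes isolated from adult mouse brain 4 days after tamoxifen in 3 control (WT) and 3 Qk-KO libraries. Its stated purpose was to find the genes that differ in expression between the genotypes. Qk encodes quaking, an RNA-binding protein that takes part in splicing and RNA stability in myelin-forming cells. Values are regularized log2 values per gene and library.

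The libraries differed in ribosomal RNA content. The features Gm42418 (chromosome 17, 39846958 to 39848788, mm10, overlapping an 18S ribosomal RNA-related gene), Gm26917, mt-Rnr1 and mt-Rnr2 made up 64.8%, 63.9% and 63.2% of the signal in WT replicates 1, 2 and 3 and 59.8% in Qk-KO replicate 1. They made up 2.23% and 1.88% in Qk-KO replicates 2 and 3. Approximate totals, to the nearest 100000 reads, were 28100000, 27800000 and 23600000 in the WT libraries and 32500000, 78900000 and 71400000 in Qk-KO replicates 1, 2 and 3. Without the ribosomal features they were 9900000, 10000000 and 8700000 in WT and 13100000, 77100000 and 70000000 in Qk-KO. Values of weakly expressed genes were therefore more precise in Qk-KO replicates 2 and 3, but those of nearly absent genes may lie lower there, as given above. Both libraries with a low ribosomal signal were Qk-KO, so within that type no genotype comparison exists. Within the other type, Qk-KO replicate 1 is compared with the 3 WT libraries, a contrast given below beside the main results, in which the lone Qk-KO library is assumed to vary like the WT libraries.

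**Figure D1:**
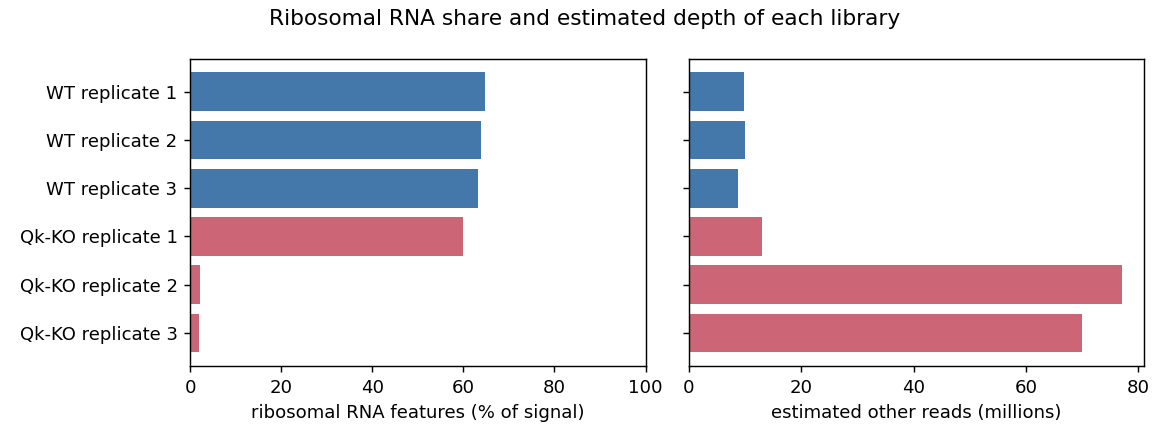
Share of the signal in 4 ribosomal RNA features (left, percent) and estimated reads outside them (right) for each of the 6 libraries, WT in blue and Qk-KO in red, 1 bar per library. Qk-KO replicates 2 and 3 hold 2.23% and 1.88% ribosomal signal against 59.8% to 64.8% in the other libraries.

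Qk itself (ENSMUSG00000062078.14, chromosome 17, 10202601 to 10319854, minus strand, mm10) was not called at the level of the whole gene. Its log2 values were 15.41, 15.67 and 15.31 in WT replicates 1, 2 and 3 and 16.10, 15.62 and 15.30 in Qk-KO replicates 1, 2 and 3. The change was 0.21 ± 0.25 (SE, n = 3 per group, limma adjusted p = 0.567). In Qk-KO replicate 1 alone against WT it was 0.63 (adjusted p = 0.110). In the authors' deposited table it was 0.27 ± 0.25 with an adjusted p of 0.458. A recombined allele can still give reads over its other exons, and one value per gene does not separate them, so this value checks nothing about the labels.

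Between the genotypes, 4330 of 15153 genes were called, 2087 higher and 2243 lower in Qk-KO. Changes of at least 1 log2 unit were more often falls, with 917 genes lower and 357 higher. The libraries grouped by genotype: each of the 6 correlated best with a library of its own group, and the first principal component, with 64.6% of the variance, separated the groups. In 46.3% of tested genes the groups did not overlap, against 10% expected by chance. Of the 4330 calls, 4277 were also called in the authors' deposited table, all in the same direction. With library type in the model 2258 genes were called, and with Qk-KO replicate 1 alone against WT 2355 (935 higher, 1420 lower). Of the 4330 calls 2042 also passed in the latter, whose 4 libraries are part of the comparison of all 6. The count was 2663 without WT replicate 1, 2568 without WT replicate 3 and 2370 without Qk-KO replicate 2. Scaling by library size alone, in which the ribosomal reads enter the total, shifted the median change of all genes by 1.06 and made 97.3% of calls rises, against 48.2% as deposited. It ended or turned the calls of 51 of the 117 called genes named, among them Scd2 (-0.29, adjusted p = 0.668) and Slc1a2 (-1.42, adjusted p = 0.0547). All changes are therefore relative to the median gene as the authors scaled it.

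The largest rise was that of Kctd12, an auxiliary subunit of GABA-B receptors (chromosome 14, 102976581 to 102982637, mm10). It went from a log2 value of 5.15 ± 0.04 in WT to 10.35 ± 0.89 in Qk-KO (SD, n = 3). The change was 5.20 ± 0.39 (SE) with an adjusted p of 0.000127. Its WT values of 5.11, 5.14 and 5.20 ran in the inverse order of the size factors of replicates 1, 2 and 3 (0.503, 0.481 and 0.447). They may be a floor set by few reads. The WT SD may then understate the spread between libraries, and the size of the change is uncertain. The authors' deposited table gives 6.25 ± 0.63 (SE) for Kctd12. Next came genes of phagocytes and microglia, the resident immune cells of the brain: Gpnmb (4.51), Cst7 (4.03), Clec7a (3.31), Spp1 (3.30), Itgax (2.97), Lpl (2.92), Trem2 (2.74) and C1qa (2.44), together with the cytolinker periplakin, Ppl (2.72). In the authors' deposited table these changes were, in that order, 3.35, 2.68, 3.51, 2.62, 2.96, 3.67, 2.78, 2.33 and 3.60. The WT values of Cst7 (4.76, 4.79 and 4.84) ran in the same inverse order of size factors as those of Kctd12. The genes named below as lacking an adjusted p in that table had mean normalized counts from 488 to 4740. Each was highest in Qk-KO replicate 3, as were Gpnmb and Lpl, which have an adjusted p. Why the values are missing was not tested. Genes known for high expression in astrocytes were among the largest falls. Slc6a11, a GABA transporter, fell by 3.80 ± 0.29, the sodium pump subunit Atp1b2 fell by 3.92 ± 0.43, and Agt, angiotensinogen, fell by 3.55 ± 0.28. The amino acid transporter Slc7a10 (-3.30), the gap junction gene Gja1 (-3.15), Atp13a4 (-3.13) and Slitrk2 (-3.13) fell as well. Tissue factor, F3, and the ubiquitin ligase Trim9 were each 7.99-fold lower. Klhdc7a fell by 4.95 ± 0.83, with Qk-KO values from 3.66 to 7.61, but was not called in the authors' deposited table (-0.63, adjusted p = 0.435). Spp1 was not called without WT replicate 1 or 2 (adjusted p = 0.0577 and 0.0616), nor C1qa without WT replicate 2 or 3 (0.0526 and 0.0575). With library type in the model Gpnmb (0.0586), Spp1 (0.182), Itgax (0.0953), Trem2 (0.121) and C1qa (0.175) were not called, and Cst7, Clec7a, Spp1, Itgax, Trem2 and C1qa have no adjusted p in the authors' deposited table. All 20 of these genes also passed in Qk-KO replicate 1 alone against WT, but those libraries were among the ones used to select them.

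**Figure D2:**
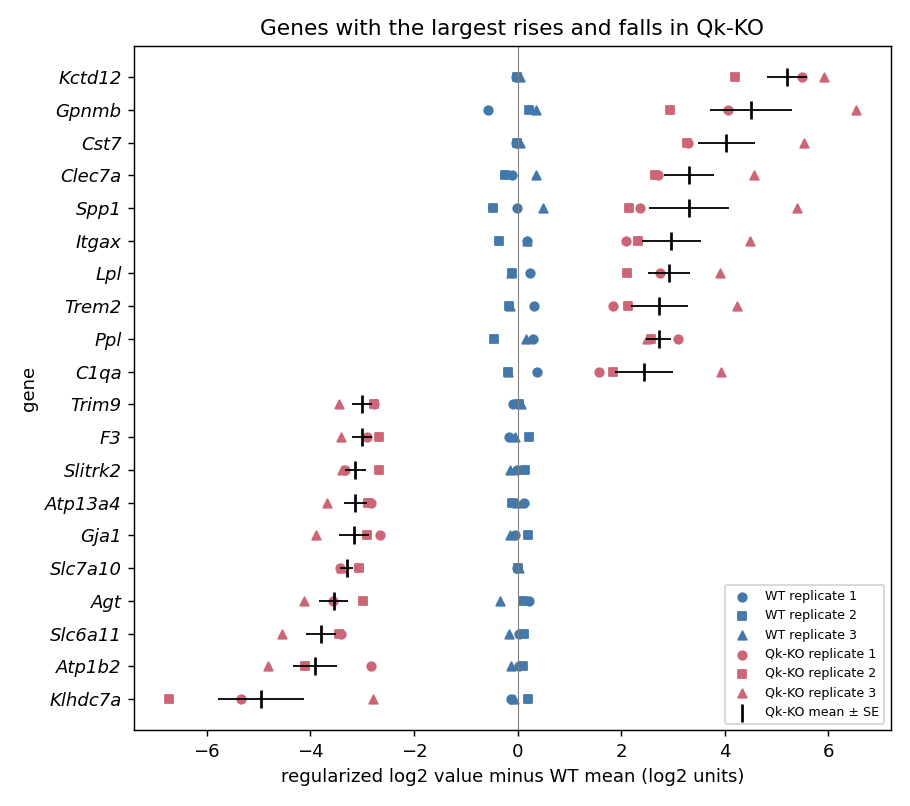
Regularized log2 value minus the WT mean for the 10 largest rises and the 10 largest falls, 1 point per library (WT blue, Qk-KO red, symbols for replicates 1 to 3) and the Qk-KO mean with its standard error in black. Kctd12 lies 5.20 and Klhdc7a -4.95 from the WT mean, and no Qk-KO point overlaps the WT points.

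Among the most abundant called genes, Mbp, which encodes myelin basic protein, rose by 1.07 ± 0.26, Mag by 1.11 ± 0.24, the kinase gene Aatk by 1.18 ± 0.19 and the lipid transporter gene Abca2 by 0.70 ± 0.22. The rise of Rn7s1 by 1.05 ± 0.32 is uncertain, since this small RNA has near-identical gene copies, and it was not called in Qk-KO replicate 1 against WT (0.59, adjusted p = 0.231). Scd2, a stearoyl-CoA desaturase, fell by 1.34 ± 0.21 and the glutamate transporter gene Slc1a2 by 2.48 ± 0.26. The cytoskeletal genes Macf1 and Sptbn1 fell by 0.91 ± 0.15 and 0.56 ± 0.14. Calls were lost without 1 library for Rn7s1 (adjusted p of 0.150 without WT replicate 1, 0.124 without WT replicate 3, 0.172 without Qk-KO replicate 2 and 0.105 without Qk-KO replicate 3), Abca2 (0.0987, 0.0579 and 0.152 without WT replicates 1, 2 and 3, and 0.138 without Qk-KO replicate 2, and 0.0827 with the number series of the samples in the model) and Sptbn1 (0.0882 and 0.0753 without WT replicates 1 and 3, 0.116 and 0.0569 without Qk-KO replicates 2 and 3). Sptbn1 was not called in Qk-KO replicate 1 against WT either (-0.44, adjusted p = 0.128).

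Myelin protein genes were higher as a group. Of 20 tested members 8 rose and 1, Omg, fell, the same counts as when adjusted over the list alone, with a median change of 0.47. Opalin rose by 1.24 ± 0.15, Mog by 1.19 ± 0.18 and the connexin gene Gjb1 by 1.07 ± 0.16. The list passed camera (adjusted p = 0.00334) and directional fry (0.0371), but not camera with an estimated correlation (adjusted p = 0.777). Astrocyte, endothelial and mural cell markers fell in the same libraries, with medians of -2.59, -0.95 and -0.81. Mag was not called in Qk-KO replicate 1 against WT (0.78, adjusted p = 0.0628), where 6 members rose. Mbp was not called without WT replicate 1, WT replicate 3 or Qk-KO replicate 2 (adjusted p = 0.0544, 0.0791 and 0.0926), nor was Mag (0.0592, 0.0535 and 0.0627).

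Other oligodendrocyte lists were mixed and did not pass camera in the main fit of all 6 libraries, although some passed under other settings given below. Of 14 transcription factors of the lineage 6 rose and 2 fell (8 and 2 adjusted over the list alone; camera adjusted p = 0.0677), with rises of Sox8 (0.89), Zfp488 (0.97), Zfp536 (0.82) and Olig2 (0.67). This list passed in Qk-KO replicate 1 against WT (adjusted p = 0.000328), but not with an estimated correlation there (adjusted p = 0.683). Of 20 mature oligodendrocyte markers 7 rose and 4 fell (8 and 4 over the list alone; 0.0988). Gsn, gelsolin, rose by 2.37 ± 0.21, S1pr5 by 1.16 and Gamt by 1.07, whereas Ptgds, the prostaglandin D synthase gene, fell by 1.25. Of 16 markers of newly formed oligodendrocytes 3 rose, Lims2, Bcas1 and Rras2, and 2 fell (5 and 2 over the list alone; 0.210). Tcf7l2, a Wnt effector among the newly formed markers, fell by 1.79 ± 0.44, but its change in Qk-KO replicate 1 against WT was -0.59. Of 13 precursor markers 3 fell, including Ptprz1 by 2.13 and Sox6 by 1.17 (3 over the list alone, camera adjusted p = 0.103). The precursor median was 0.21 in Qk-KO replicate 1 and turned to -0.11 and -1.08 in replicates 2 and 3. With library type in the model Ptprz1 (-1.36) and Sox6 (-0.74) were not called. Of 10 RNAs reported as bound by quaking 3 rose, Mbp, Mag and Egr2 (4 higher and 1 lower over the list alone; 0.193). The list passed directional fry (0.0206) and camera in Qk-KO replicate 1 against WT (0.0271), but not with an estimated correlation there (adjusted p = 0.683). Of 24 genes of axon contact and cytoskeleton 7 rose and 5 fell (9 and 5 over the list alone; 0.334), among them Bin1 (1.05), Dnm3 (1.05), Nrcam (-1.72) and Sept8 (-0.84). Leaving out WT replicate 1, 2 or 3 or Qk-KO replicate 2 ended the call of Tcf7l2 (adjusted p = 0.0698, 0.0555, 0.0706 and 0.0683), and leaving out WT replicate 3 that of Sox6 (0.0676). In the authors' deposited table the transcription factor and mature marker lists passed at the preset correlation (0.0336 and 0.0205). Transcription factors also passed with library type in the model (0.000310), without a filter (0.0133) and with GC content and length trends removed (0.0430), mature markers without a filter (0.0174), with sample quality weights (0.0361) and with library size alone (0.0130), precursor markers with library size alone (0.0170), and quaking-bound RNAs and axon contact genes with library type in the model (0.0329 and 0.0462). With an estimated correlation none of these lists passed (adjusted p = 0.777 for each), and directional fry was 0.109 and 0.125 for transcription factors and mature markers. The precursor median was 0.75 with library size alone, which shifted all genes by a median of 1.06, against -0.31 in the main fit.

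Genes of fatty acid synthesis, elongation and desaturation were lower. Of 26 tested members 13 fell and 1, Acly, rose (14 and 3 adjusted over the list alone), with a median change of -0.51. The desaturase genes Fads2 and Scd1 had changes of -2.03 ± 0.14 and -1.91 ± 0.12, the elongase gene Elovl2 of -2.81 ± 0.16 and fatty acid synthase, Fasn, of -1.06 ± 0.12. Scd1, Scd2 and Scd3 are close relatives, so their reads may be split unevenly. The list passed camera (adjusted p = 0.00233) and directional fry (0.00550), but not camera with an estimated correlation (adjusted p = 0.777). In Qk-KO replicate 1 alone against WT 13 members fell and 1 rose. Astrocyte markers fell in the same libraries, as given below.

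Other lipid lists did not pass camera in the main fit of all 6 libraries, although some passed under other settings. Their falls, too, were in libraries in which astrocyte markers fell, as given below. Of 20 cholesterol synthesis genes 5 fell, among them Dhcr7 by 1.33 ± 0.13, Msmo1 by 0.86 and Sc5d by 0.84, and 2 rose (5 and 2 over the list alone; camera adjusted p = 0.103). Of 29 fatty acid oxidation genes 11 fell, such as Cpt1a by 0.83, Abcd3 by 0.76 and Etfa by 0.81, and Hadh rose by 0.60 (11 and 2 over the list alone; 0.103). Both lists passed with library type in the model (adjusted p = 0.00465 and 0.000151) and in Qk-KO replicate 1 against WT (0.00454 and 0.000171), and the oxidation list with GC content and length trends removed (0.0430). They did not pass with an estimated correlation in all libraries (adjusted p = 0.777 for each) or in that contrast (adjusted p = 0.683 for each), nor by directional fry with all libraries (0.235 and 0.212). Of 18 sterol sensing and transport genes 6 fell and 2 rose (6 and 2 over the list alone; 0.195), with Lrp1 at -1.08, Insig1 at -0.83, Stard4 at -0.61 and Abcg1 at 0.88. Of 13 PPAR and RXR receptor and coactivator genes, Ppargc1a fell by 2.42 ± 0.22 and Ppara by 1.55 ± 0.21, and Rxrb rose by 0.39 (2 lower over the list alone, camera 0.195, directional fry 0.0366). The median of this list was -0.01, -0.42 and -0.48 in Qk-KO replicates 1, 2 and 3. With an estimated correlation its adjusted p was 0.777. Of 21 PPAR target genes 7 fell and 3 rose (7 and 4 over the list alone; 0.523), with Ucp3 at -2.57 and Lpl at 2.92. Of 20 sphingolipid and galactolipid synthesis genes 6 fell, including Cers1 by 1.77 and Cers4 by 0.57, and 2 rose, Cers5 by 0.55 and Gal3st1 with an adjusted p of 0.00200 (8 and 3 over the list alone, camera 0.50, directional fry 0.0206). The median of the synthesis list was -0.05, and with an estimated correlation its adjusted p was 0.777. Of 13 sphingolipid breakdown genes 4 rose, including Arsa (0.54), and 3 fell, including Smpd2 (-1.02) and Galc (-0.95) (6 and 3 over the list alone; 0.551). Of 21 peroxisome and plasmalogen genes 3 fell, Pex11a by 1.01, Far2 by 0.78 and Cat by 0.51, and Gnpat rose by 0.47 (2 and 1 over the list alone; 0.842), and here the median was 0.04 while the mean and the test pointed down. Without 1 library, calls were lost for Rxrb (adjusted p from 0.108 to 0.141 without WT replicate 1 or 3 or Qk-KO replicate 2 or 3), Cers5 (0.0545 and 0.0598 without WT replicate 3 and Qk-KO replicate 2), Cers4 and Far2 (0.0612 to 0.0890 without WT replicate 1 or 3 or Qk-KO replicate 2), Gnpat (0.0672 to 0.119 without any but Qk-KO replicate 1) and Cat (0.0827 to 0.150 without WT replicate 2 or 3 or Qk-KO replicate 1 or 2).

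Astrocyte markers were lower in every Qk-KO library. Of 16 tested members 15 fell (15 lower and 1 higher over the list alone), with medians of -2.66, -2.23 and -2.90 in Qk-KO replicates 1, 2 and 3 relative to the WT mean. Fgfr3 had a change of -2.83 ± 0.14, Slc4a4 of -2.81 ± 0.19, Acsbg1 of -2.64 ± 0.18 and Aldh1l1, a folate enzyme widely used as an astrocyte marker, of -2.13 ± 0.13. Gfap, the intermediate filament gene of reactive astrocytes, had a change of 0.81 ± 0.26 (adjusted p = 0.0526). Vessel markers fell too. All 13 endothelial markers fell (13 over the list alone), with a median of -0.95 and Itm2a, Cdh5, Ocln and Kdr between -1.15 and -0.96. Of 12 mural cell and fibroblast markers 11 fell (11 over the list alone), with a median of -0.81 and falls of 1.31 for Pdgfrb, 1.06 for Rgs5, 0.83 for Myh11 and 0.82 for Vtn. The 3 lists passed camera (adjusted p = 1.37e-12, 3.59e-07 and 9.08e-06) and directional fry (0.00394, 0.0161 and 0.0110), but not camera with an estimated correlation (adjusted p = 0.777 for each). Their unadjusted p in that last test were 0.0560, 0.108 and 0.0849. The adjusted p of 0.777 is a tied value shared by many lists and does not rank them. In Qk-KO replicate 1 alone against WT 15, 12 and 11 members fell.

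Microglia and phagocyte markers rose. Of 19 microglia markers 8 rose (10 over the list alone), with a median of 1.09, among them the cathepsin gene Ctss (2.42 ± 0.49), Trem2 (2.74 ± 0.56) and the complement gene C1qa (2.44 ± 0.55). The homeostatic markers P2ry12, Tmem119 and Siglech had changes of -0.29 ± 0.25, 0.19 ± 0.34 and 0.19 ± 0.30 (adjusted p = 0.421, 0.699 and 0.665). Of 17 activated microglia and phagocyte markers 10 rose (10 over the list alone), with a median of 1.88. Cst7, Lpl, Clec7a and Gpnmb had the smallest adjusted p (0.00162, 0.00163, 0.00205 and 0.00479). Qk-KO replicate 3 was highest, with list medians of 2.30 and 2.93 against 0.61 and 1.03 in replicate 1 and 0.85 and 1.45 in replicate 2. Both lists passed camera (adjusted p = 0.00182 and 0.00139), but not with an estimated correlation (adjusted p = 0.777 for each) or by directional fry (0.212 and 0.173). By mixed fry, which counts changes in either direction, the activated list passed (0.0249) and the microglia list did not (0.0967). The authors' deposited table called 3 of the 19 microglia markers and had no adjusted p for 7. Of the 17 activated markers it called 6 and had no adjusted p for 6. In Qk-KO replicate 1 alone against WT 8 and 9 members rose and 0 and 2 fell. With library type in the model the microglia list no longer passed (0.0522), and 0 of 19 microglia markers and 3 of 17 activated markers were called higher.

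Genes of the integrated stress and unfolded protein response were higher, with 7 of 18 members risen (8 over the list alone) and a median of 0.35. Asns, asparagine synthetase, rose by 1.71 ± 0.18, the serine synthesis gene Psat1 by 0.84, Mthfd2 by 0.70 and Sdf2l1 by 0.95. Of 19 lysosome and autophagy genes 8 rose and Npc1 fell (8 and 1 over the list alone), with a median of 0.55 and rises of Sqstm1 (0.70) and the lysosomal regulator Tfeb (0.68). The lysosome list medians were 0.29, 0.47 and 0.60 in Qk-KO replicates 1, 2 and 3, in which microglia markers had medians of 0.61, 0.85 and 2.30. These lists passed camera (adjusted p = 0.0207 and 0.0302), but not with an estimated correlation (adjusted p = 0.777 for each), and directional fry passed the stress list alone (0.0377 and 0.150). The stress list did not pass in Qk-KO replicate 1 against WT (0.151) or without Qk-KO replicate 3 (0.0552), and neither list passed with library type in the model (0.156 and 0.212), with quantile normalization (0.0706 and 0.111) or at a mean normalized count of at least 200 (0.0729 and 0.103), nor the stress list with GC content and length trends removed (0.0617). Of 16 p53 and cell death genes 4 rose (4 over the list alone, camera adjusted p = 0.381, directional fry 0.0206), Phlda3 by 1.33 ± 0.18, Mdm2 by 0.91, Bbc3 by 0.97 and Bax by 0.44. With an estimated correlation the adjusted p of the p53 list was 0.777. Its median was -0.01, 0.12 and 0.27 in Qk-KO replicates 1, 2 and 3. Of 32 splicing regulators 4 fell and 2 rose (4 and 1 over the list alone; 0.381), with Msi1 at -2.39, Msi2 at -0.83, Rbfox2 at -0.55 and Srsf3 at 0.53. Of 15 ion channels and transporters 7 fell and 4 rose (8 and 5 over the list alone; 0.130, and 0.000165 in the authors' deposited table, but 0.777 as the adjusted p with an estimated correlation). This list passed directional fry (0.00394). With library size alone it passed camera (0.00301), where its median was 0.32. In the main fit its median was -0.73. It was -0.05 in Qk-KO replicate 1, against -0.74 and -0.79 in replicates 2 and 3, the libraries with a low ribosomal signal. The falls included Slc7a10, Aqp4 (-2.54), Kcnk1 (-2.41) and Trpm3 (-1.64), of which Aqp4 is also in the astrocyte list. In Qk-KO replicate 1 these genes lay, in that order, at -3.42, -2.67, -2.39 and -1.86 from the WT mean. Their falls were thus present there too, although the median of the list was near that of WT. Without 1 library, calls were lost for Sdf2l1 (adjusted p from 0.0701 to 0.0903 without WT replicate 1 or 2 or Qk-KO replicate 2), Bax (0.0689 to 0.118 without any but Qk-KO replicate 1), Npc1 (0.0514 and 0.0545 without WT replicate 1 and Qk-KO replicate 2), Rbfox2 (0.0621 to 0.0719 without WT replicate 1 or 3 or Qk-KO replicate 2) and Srsf3 (0.0662 to 0.0846 without WT replicate 1 or 2 or Qk-KO replicate 2).

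Mitochondria-encoded messenger RNAs followed the ribosomal split. Their list median was 0.07 in Qk-KO replicate 1 and -2.07 and -3.38 in replicates 2 and 3. No member of the 13 was called by limma, 6 had an unadjusted p under 0.05 and the authors' deposited table called 0. The most abundant, mt-Co1 and mt-Cytb, had changes of -0.36 ± 0.34 and -1.47 ± 0.58, and mt-Cytb was called lower without Qk-KO replicate 1 (adjusted p = 0.00122) and with sample quality weights (0.00492). The list passed camera (adjusted p = 0.0141), but not with an estimated correlation (adjusted p = 0.777) or by directional fry (0.245), and its direction turned in Qk-KO replicate 1 against WT (adjusted p = 0.276). It did not pass without Qk-KO replicate 3 (0.0842) or in the authors' deposited table (0.402).

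**Figure D3:**
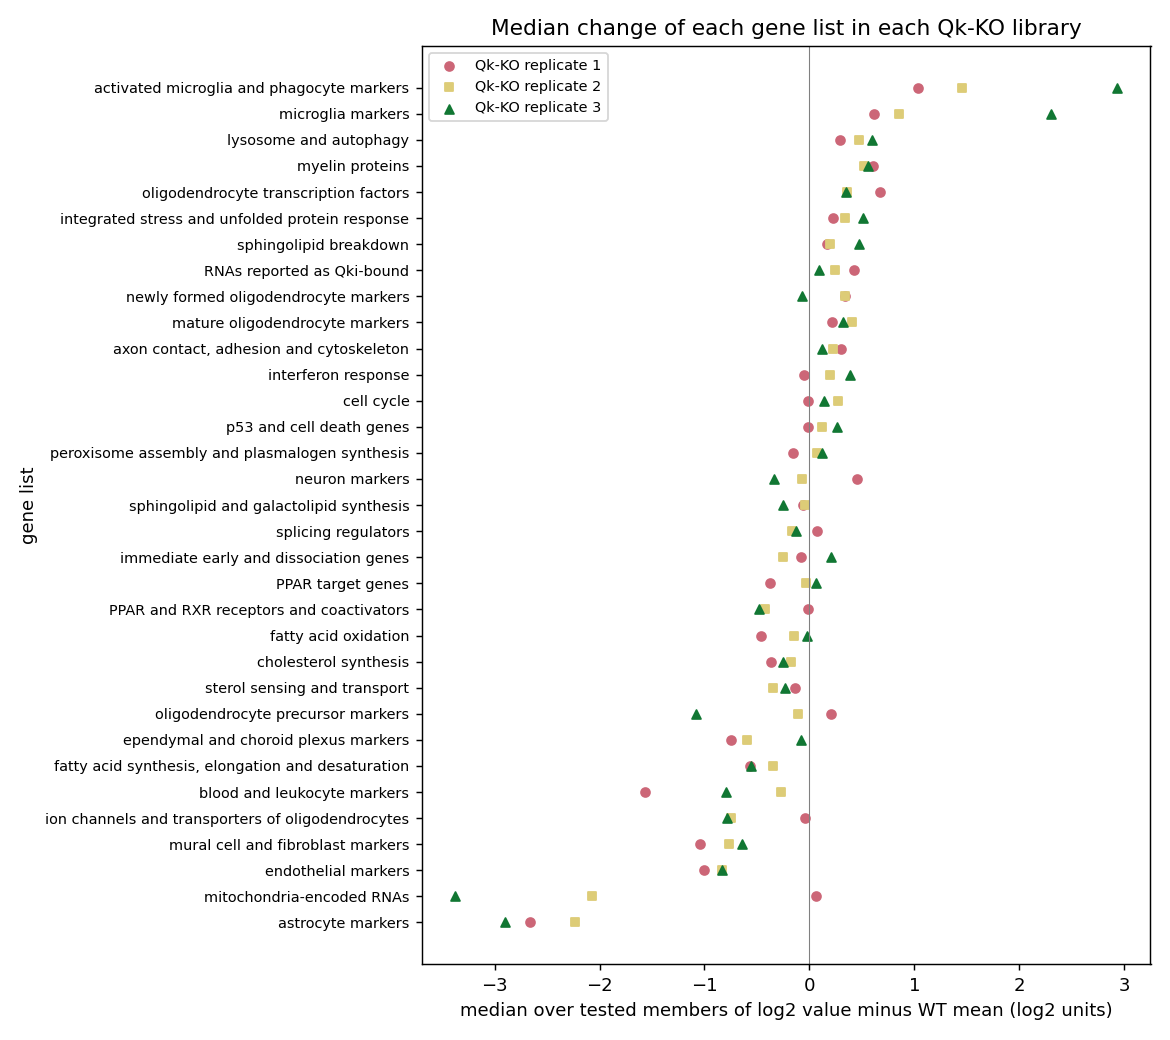
Median over the tested members of each gene list of the log2 value minus the WT mean, 1 point for each Qk-KO library (circle, square and triangle for replicates 1, 2 and 3); the sex-linked list is left out. Astrocyte markers lie at -2.66, -2.23 and -2.90, and mitochondria-encoded RNAs at 0.07, -2.07 and -3.38.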

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

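The alternatives using library type, ribosomal-rich libraries alone, sample weights, quantiles, Xist, the higher minimum, GC content with length and an estimated correlation in the ribosomal-rich libraries were chosen only after the data were seen. The count of 4330 genes (2087 higher, 2243 lower) ranged from 2370 to 5633 when 1 library was left out (929 to 2840 higher, 1441 to 2793 lower). It was 2258 (873 higher, 1385 lower) with library type as a covariate, 2355 (935 and 1420) in the 4 libraries with a high ribosomal signal alone, which hold fewer samples, and 7177 (3726 and 3451) with sample quality weights. With library size alone it was 2447, of which 65 were lower, because that scaling shifted all genes by a median of 1.06. Macf1 (0.15), Sptbn1 (0.50), Msmo1 (0.19), Sc5d (0.21), Insig1 (0.23), Stard4 (0.45), Cpt1a (0.23), Abcd3 (0.30), Etfa (0.24), Cers4 (0.49), Smpd2 (0.0378), Galc (0.11), Pex11a (0.0479), Far2 (0.28), Cat (0.55), Msi2 (0.22), Rbfox2 (0.50), Ocln (0.10), Kdr (0.0526), Myh11 (0.23), Vtn (0.23), Clic6 (0.0163), Nr4a1 (0.27), Npc1 (0.53) and Sept8 (0.22) turned positive there. Under the other settings the count stayed within 1.5 times.

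The mitochondria-encoded list turned to a median of 0.0665 with library type as a covariate and in the ribosomal-rich libraries alone, as both compare only Qk-KO replicate 1 with WT. Of 34 lists 10 passed camera, 0 with an estimated correlation (and 0 had an unadjusted p under 0.05), 0 with one estimated in the ribosomal-rich libraries alone (1 had an unadjusted p under 0.05), 11 with directional fry (4 of the 10 lost, 5 others gained) and 24 with mixed fry. Calls that lists gained under other settings are given with each list or below, except the 16 gained with mixed fry. Lists that passed camera with 1 library left out but not with all were transcription factors (without WT replicate 2 or Qk-KO replicate 2 or 3), mature markers (WT 2, Qk-KO 1), precursor markers (WT 2, Qk-KO 1, Qk-KO 2), cholesterol synthesis (WT 1, Qk-KO 2), fatty acid oxidation (Qk-KO 3), PPAR and RXR genes and splicing regulators (Qk-KO 1), ependymal (WT 1, Qk-KO 3), blood (Qk-KO 2) and cell cycle (WT 3), with adjusted p from 0.0132 to 0.0494. Qk was not called under any setting run, from -0.01 to 0.39 with 1 library left out, at 0.44 with GC content and length trends removed, 0.63 with library type and in the ribosomal-rich libraries alone, and 1.26 (adjusted p = 0.0815) with library size alone. Of 117 called genes named, 92 kept their call whichever library was left out, and 19, 11 and 20 lost it without WT replicates 1, 2 and 3 and 2, 21 and 7 without Qk-KO replicates 1, 2 and 3. With library size alone 51 lost it (25 of them by turning positive), with library type as a covariate 31, without a filter 11, with the Xist covariate 10 (Mbp at 0.0502), with quantile normalization 3, and with GC content and length trends removed 2. Among those with an adjusted p in the authors' deposited table, 1 (Klhdc7a) lost it there. In the ribosomal-rich libraries alone 22 lost it: Rn7s1, Mag, Sptbn1, Tcf7l2, Rras2, Stard4, Hadh, Rxrb, Cers5, Cers4, Far2, Gnpat, Rbfox2, Srsf3, Egr2, Tubb3, Pcna, Mthfd2, Sdf2l1, Bax, Sqstm1 and Tfeb (adjusted p from 0.0513 to 0.425). The number series covariate ended the calls of Abca2 (0.0827), Cat (0.0619) and Nr4a1 (0.0592), and mt-Cytb (0.0321) and the precursor list (0.0360) passed with it (adjusted p = 0.777 for the list with an estimated correlation and no such term). Deviations of same-numbered libraries correlated at 0.10, 0.00462 and 0.08, too weakly in replicates 2 and 3 to pair the samples, although 4 of the 6 libraries correlated best with their own number. A fit with the replicate block called 4345 genes, gave Qk a change of 0.21 and ended the calls of Rxrb (adjusted p = 0.0505) and Bax (0.0510) among genes named. With it mt-Cytb (0.0389) and the ependymal list (0.0349) passed (adjusted p = 0.777 for the list with an estimated correlation and no block). Not run were other count scalings, count models and voom, since the values are shrunken logs. Depth outside ribosomal RNA was 8700000 to 13100000 reads in 4 of the 6 libraries, which limits weakly expressed genes.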

Other observations

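Chosen only after the results they concern were seen were the tests of Qk-KO replicate 1 against WT, with library type or the Xist covariate, with GC content and length trends removed, at the higher minimum and with sample quality weights, of other splits of the libraries, of markers against their list mean and of the signal needed from astrocytes or from other cells. Neuron markers did not move as a group with all libraries (camera adjusted p = 0.981). Their list medians differed in sign, at 0.46, -0.07 and -0.34 in Qk-KO replicates 1, 2 and 3. Of 16 tested, Slc17a7 (0.82 ± 0.18) and Tubb3 (1.51 ± 0.44) rose, and 1 was higher over the list alone. Slc17a7 was not called without Qk-KO replicate 2 (0.0523), nor Tubb3 without any but Qk-KO replicate 1 (0.0617 to 0.119). Of 10 ependymal and choroid plexus markers, Kl (-1.23 ± 0.18) and Clic6 (-1.04 ± 0.23, not called without WT replicate 3, 0.0556) fell (2 over the list alone; 0.109). Of 10 blood and leukocyte markers limma called 0, with 3 at an unadjusted p under 0.05 and 0 in the authors' deposited table; the globin genes Hba-a1 and Hbb-bs, which have near-identical copies, had changes of -1.30 ± 0.46 and -1.13 ± 0.50 (camera adjusted p = 0.103). Hba-a1 and Hbb-bs were called lower with the Xist covariate (adjusted p = 0.00492 and 0.0133), in Qk-KO replicate 1 against WT (0.0285 and 0.0146), where 4 members of the list fell, and without Qk-KO replicate 2 (0.0121 and 0.0141), and Hba-a1 with GC content and length trends removed (0.0423). The ependymal and blood lists passed in Qk-KO replicate 1 against WT (0.0128 and 0.00470) and with library type in the model (0.0330 and 0.0329), the ependymal list with GC content and length trends removed (0.0318) and at a mean normalized count of at least 200 (0.0299), and the blood list with the Xist covariate (0.0107) and with library size alone (0.00613). They did not pass with an estimated correlation in all libraries (adjusted p = 0.777 for each) or in that contrast (adjusted p = 0.683 for each), nor by directional fry with all libraries (0.222 and 0.212). With library size alone the blood list median was 0.34, against -0.72 in the main fit. Of 15 interferon response genes limma called 0, with 1 at an unadjusted p under 0.05 and 0 in the authors' deposited table (0.547). Ifi27 was at 0.40 ± 0.32.

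Of 14 cell cycle genes Pcna rose by 0.44 ± 0.13 and Mcm4 was at 0.26 ± 0.13 (0 over the list alone; camera adjusted p = 0.547), with Mcm4 called with sample quality weights (0.0241). Of 16 immediate early genes, which respond to tissue dissociation, Nr4a1 fell by 0.79 ± 0.23, and Fos and Jun were at 0.38 ± 0.16 and 0.02 ± 0.15 (0 over the list alone; 0.616), with Fos called with library size alone (0.0499). Pcna was not called without any library but Qk-KO replicate 1 (adjusted p from 0.0854 to 0.149), nor Nr4a1 without any but WT replicate 2 or Qk-KO replicate 3 (0.0622 to 0.124). Sex-linked genes split the mice without regard to genotype: Xist was 14.72, 14.62 and 7.97 in WT replicates 1, 2 and 3 and 14.78, 5.63 and 13.01 in Qk-KO replicates 1, 2 and 3, and Ddx3y was high where Xist was low (10.04 and 10.55). Of the 5 tested members limma called 0, with 0 at an unadjusted p under 0.05 (camera adjusted p = 0.836). The authors' deposited table called 0 of them and had no adjusted p for 4. Lars2 also followed the ribosomal split, at 20.41, 20.60 and 20.59 in WT and 10.93 and 11.22 in Qk-KO replicates 2 and 3. In Qk-KO replicate 1 it was -0.53 from the WT mean. The origin of the Lars2 reads was not tested.

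Of the 10 splits of the 6 libraries into 3 and 3, only the real one (1 split) called as many genes, 4330 against at most 2 in the others. With 10 splits the share cannot fall under 0.05.

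Of 20 myelin protein genes 8 rose and 1 fell, with a median change of 0.47. These changes were in the libraries in which astrocyte, endothelial and mural cell markers fell. The myelin list did not pass camera with an estimated correlation (adjusted p = 0.777). Mature oligodendrocyte markers did not pass camera in the main fit of all libraries (adjusted p = 0.0988) or with an estimated correlation (0.777). They passed camera without a filter (0.0174), with sample quality weights (0.0361) and with library size alone (0.0130). In the authors' deposited table they passed as well (0.0205). Of the 20 mature markers 14 lay apart from their list mean.

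The fall of astrocyte markers was set against 2 technical explanations. Library type alone is argued against, since Qk-KO replicate 1, of the same type as the WT libraries, had a list median of -2.66. A smaller share of astrocyte RNA in the isolated cells may account for the other 15 markers, whose smallest fall was that of Ranbp3l (-0.90): 10 of them lay apart from the list mean, but if the share fell as much as Slc6a11 less 1 SE, other cells would need to give a median of 8.02% of a marker's WT signal. Lower expression within astrocytes would look the same, and these cannot be told apart because no library measures the share of astrocytes by other means. It does not account for Gfap, which lay 3.18 log2 units above the list mean and was called higher in the authors' deposited table (0.99, adjusted p = 0.00873).

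The fall of fatty acid synthesis genes was likewise present in Qk-KO replicate 1, with a list median of -0.57, which argues against library type as its whole cause. It could also come from the loss of astrocyte RNA: if the astrocyte share fell by the median of the other 15 astrocyte markers (-2.64), the 13 called genes would need a median of 62.8% of their WT signal from astrocytes, from 43.1% for Hacd3 to 102% for Elovl2. Scd2 would need 72.2% and Fasn 62.0%. These figures, like the signal needed from other cells above and below, assume that signal from all other cells did not change. If that signal rose, as myelin protein genes did (median 0.47), the median need would be larger. Lower expression in oligodendrocytes and loss of astrocyte RNA cannot be told apart here, because the table does not show which cells gave the WT signal.

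The rise of activated microglia and phagocyte markers was present in Qk-KO replicate 1, with a list median of 1.03, which argues against library type as its whole cause. A larger share of microglial RNA as the whole cause would raise all microglia markers. Of the 19, 11 lay apart from their list mean (limma adjusted over the list alone). Of these, 5 lay above it, such as Trem2 and Ctss, and 6 below it, such as P2ry12 and Tmem119. That count does not decide by itself, since 10 of 15 astrocyte markers lay apart as well. P2ry12, Tmem119 and Siglech, at -0.29, 0.19 and 0.19, were not called, although a larger share alone would raise them. For these markers this argues against a larger share as the whole cause. If the share rose as much as Trem2 less 1 SE, other cells would need to give a median of 67.9% of a marker's WT signal, against 8.02% for the astrocyte markers above. These medians depend on the marker that moved most: at a change of the share by the list mean they would be 21.5% and -0.78%, but 9 of 19 microglia and 8 of 15 astrocyte markers would then have moved by more than the share, against 4 and 2 at the larger change. A change in the state of microglia, with or without a larger share, may be what these libraries hold, and was not tested further.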
